# Procyanidin-B1-Enriched *Cyperus esculentus* Extract Regulates Anti-Inflammatory Pathways in Chicken Macrophages Cells Through Transcription Factor STAT2 and HIF1A

**DOI:** 10.3390/ani15233469

**Published:** 2025-12-02

**Authors:** Siqi Niu, Fanghong Zhang, Juan Li, Jianwu Wang, Tinghua Huang, Min Yao

**Keywords:** *Cyperus esculentus* extract, anti-inflammatory, transcription factors, macrophage polarization, HIF1A

## Abstract

Procyanidin B1 (PB1), a polyphenol abundant in *Cyperus esculentus* stems and leaves extract (CELE), exhibits antioxidant and anti-inflammatory activities, though its mechanisms are not fully understood. This study investigated CELE’s effects in chickens and LPS-stimulated HD11 macrophages. Chickens fed CELE showed increased blood levels of SOD, GSH-Px, TNF-α, IL-1β, IL-6, and IL-10, while MDA decreased. RNA-seq of LPS + PB1 vs. LPS-treated cells identified 696 differentially expressed genes enriched in inflammation and antioxidant pathways. Analysis indicated 120 transcription factors (TFs) may regulate these changes, with FOSL1, HIF1A, and STAT2 significantly downregulated. In HD11 cells, PB1 reduced expression of HIF1A/STAT2-target genes (e.g., HMGA2, EPSTI1), lowered IL-1β, IL-6, and ROS, and shifted macrophage polarization from M1 to M2. PB1’s effects were enhanced by an HIF1A inhibitor but reversed by a STAT2 activator. These findings support PB1 and CELE as potential feed additives for livestock.

## Simple Summary

Procyanidin B1 (PB1) is a natural compound found in the stems and leaves of the plant *Cyperus esculentus*, known for its health benefits. This study explored how an extract from this plant (CELE) and PB1 can improve health in chickens and immune cells. We found that feeding chickens a diet with CELE boosted their antioxidant levels and modulated their immune responses. In lab studies using immune cells challenged with a toxin (LPS), PB1 showed strong anti-inflammatory effects. It worked by targeting key proteins (specifically HIF1A and STAT2), which in turn reduced inflammation and harmful molecules. Furthermore, PB1 helped shift the immune cells from a proinflammatory state to a healing state. Our findings suggest that both PB1 and the *Cyperus esculentus* extract are promising natural options for use as feed additives to enhance animal health.

## 1. Introduction

Procyanidins are a group of flavonoid polymers that are widely found in plants, formed by the polymerization of monomers such as catechin and epicatechin (flavan-3-ols). The benzodihydropyran (flavan-3-ol) ring, multiple free phenolic hydroxyl groups, and chiral carbon atoms (C-2 and C-3) in their molecular structure endow these compounds with strong electron-donating capacity and free radical scavenging ability. These properties serve as the structural basis for their antioxidant bioactivity [1,2]. Grape seed procyanidin extract has been shown to enhance the total antioxidant capacity in cells of obese rats by suppressing the activity of antioxidant enzymes, including glutathione peroxidase, and alleviating obesity-induced oxidative stress [3]. The administration of grape seed procyanidins prevents oxidative stress and alleviates apoptosis and autophagy instigated by H_2_O_2_, aflatoxin B_1_, and an array of chemical agents. This regulatory effect is achieved through the activation of SIRT1 and FOXO1 transcription, as well as the NF-κB and Nrf2 signaling pathways [4,5,6].

A substantial body of research has demonstrated that procyanidins have significant anti-inflammatory potential. The administration of procyanidins derived from grape seeds has been demonstrated to alleviate pain associated with gout by suppressing the NLRP3 inflammasome [7]. In addition, these procyanidins have been shown to ameliorate inflammation in insulin-resistant mice via the NF-κB and NLRP3 inflammasome pathways [8]. Type A procyanidin has been shown to target the NF-κB, MAPK, and Nrf2/HO-1 pathways, leading to the downregulation of proinflammatory factor release, ROS, and NO, and the protection against lipid peroxidation in Raw464.7 cells [9,10]. Type B Procyanidin has been demonstrated to alleviate oxidative stress and inflammatory damage induced by cadmium exposure in uterine sepsis [11]. In addition to these properties, procyanidins have been shown to possess the capacity to protect intestinal barriers and exhibit anticancer properties. For instance, procyanidin has been shown to regulate NETosis and to impede the growth and proliferation of liver cancer cells [12]. Studies demonstrated that dietary supplementation with grape seed procyanidins improved the integrity of the intestinal barrier, increased the relative abundance of beneficial bacteria, decreased the level of potentially pathogenic bacteria, and modulated lipid metabolism [13,14]. Plant-derived procyanidins have been proposed as a feed additive to improve growth performance and enhance disease resistance in livestock and poultry [15,16].

Procyanidin B1 (PB1), a representative flavan-3-ol dimer, is widely distributed in plants such as grapes, cocoa, apple peel, cinnamon, and berries [17]. Recent studies have revealed that *Cyperus esculentus* leaves contain a relatively high content of procyanidin B1 with few isomers [18]. Procyanidin B1, like other procyanidin compounds, has been shown to possess antioxidant, anti-inflammatory, and potentially antineoplastic properties [19]. However, the number of studies that have focused on the transcription factors that it can target is very limited. In this study, procyanidin B1 in *Cyperus esculentus* stem and leaf extract (CELE) was quantified using a Procyanidin B1 standard. The extract was then incorporated into chicken diets to investigate its effects on growth performance, blood antioxidants, and anti-inflammatory factors. Additionally, the transcriptome changes of procyanidin B1 standard in the chicken macrophage-like HD11 cells inflammation model were determined. The identification of the key transcription factors involved in the regulation of transcriptome changes was achieved through the utilization of a software package called FLAVER [20,21], which employed a weighted Kendall’s ranking correlation algorithm to test the significance of the potential of transcription factor binding and extend the differential expression of the target genes. Subsequent experiments corroborated the finding that procyanidin B1 exerts its effects on anti-inflammatory transcription factors, specifically STAT2 and HIF1α. The findings of this study offer significant insights into the anti-inflammatory mechanisms of procyanidin B1 and furnish a data set for further investigation of the potential of *Cyperus esculentus* stems and leaves in the improvement of chicken health.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

RPMI 1640 medium (11875085), fetal bovine serum (FBS, A3161001C), and penicillin–streptomycin (15140148) were obtained from Gibco (Gaithersburg, MA, USA). The following reagents were procured from Beyotime Biotechnology (Shanghai, China): Lipopolysaccharide (LPS) derived from *Escherichia coli* O111:B4 (S1735), Reactive Oxygen Species (ROS) detection kit (S0033S), Superoxide Dismutase (SOD) assay kit (S0101S), Lipid Peroxidation MDA Assay Kit (S0131S), and Total Glutathione (GSH-Px) Assay Kit (S0052). Enzyme-linked Immunosorbent Assay (ELISA) kits for interleukin-1β (IL-1β, CSB-E11230Ch), interleukin-6 (IL-6, CSB-E08549Ch), tumor necrosis factor-α (TNFα, CSB-E11231Ch), and interleukin-10 (IL-10, CSB-E12835C) were obtained from Huamei Biological Engineering Research Institute (Wuhan, China). The MiniBEST Universal RNA Extraction Kit (9767), the PrimeScript™ RT reagent Kit (RR037A), and the TB Green^®^ Premix Ex Taq™ II FAST qPCR kit (CN830A) were obtained from Takara (Beijing, China). Procyanidin B1 standard (B21616, CAS No. 20315-25-7, ≥95%) was obtained from Shanghai Yuanye Bio-Technology Co., Ltd. (Shanghai, China). Retinoic acid (RA), an activator of STAT2 (sc-200898), and a hypoxia-inducible factor-1α (HIF-1α) inhibitor (HIF1Ai, sc-205346) were obtained from Santa Cruz Biotechnology, Inc. (Dallas, TX, USA). The FITC-conjugated anti-chicken MHC-II antibody (ab24882) was obtained from Abcam, while the PE-conjugated rabbit anti-human CD163 antibody (A28196) was obtained from ABclonal Co., Ltd. (Wuhan, China). The chicken macrophage-like HD11 cell line (HD11) was kindly provided by Dr. Jiao Song from the College of Life Sciences at Yangtze University. The Primer sequences for Real-time PCR were synthesized by Sangon Biotech (Shanghai, China).

### 2.2. Extraction and Quantification of PB1 in Cyperus esculentus Stems and Leaves

The stems and leaves of *Cyperus esculentus*, collected in August, were used for procyanidin extraction. After extraction, PB1 was quantified using an HPLC-UV system with a PB1 standard for calibration. The extraction and quantification methods were adapted from a previously Ma and Yonekura’s procedure [22,23]. The final extracts were subjected to vacuum evaporation before they were added to the feed, finally obtained solid powder enriched by anthocyanin B1. In this study, 100 mg/kg solid powder was mixed into the feed diet based on the quantitative results and the concentration adapted from the previous feeding trial [13].

### 2.3. Chicken Feeding Test for CELE

A total of sixty healthy 1-day-old white Leghorn chickens (30 males and 30 females) of uniform body weight were used in this study. The experiment period lasted 42 days, and the chickens were fed a standard chicken diet from day 1 to day 7. On day 7, the chickens were divided into three dietary treatment groups in a completely randomized design, with five replicates (pens) per group. Each replicate (pen) contained four birds (two males and two females), resulting in a total of 20 chickens per treatment group. At the time of grouping, it was ensured that the average initial body weight showed no statistically significant differences across the treatment groups.

The management method for chickens in this study is the same as the method described in our previous article on the chicken feeding experiment of SeMC [24]. It was summarized as follows: The relative humidity was consistently maintained at 40 to 60%. The room temperature within the feeding room was maintained at 32 to 34 °C, with weekly reductions of 2 °C until it reached the final range of 22 to 24 °C. Waste was cleaned out every day, and the air in the house was kept fresh.

The control and LPS groups were fed a standard diet until the end of the experiment. The CELE + LPS group was fed a standard diet containing 100 mg/kg PB1 until the end of the experiment [13]. The nutritional composition of the experimental diets matched that of a standard chicken diet published previously [24]. On day 42, the LPS and PB1 + LPS groups received a single intraperitoneal injection of LPS (1 mg/kg), while the control group received an equivalent volume of PBS. Body weight was measured on days 7 and 42 to calculate the average daily gain (ADG). Total feed intake was recorded, and the average daily feed intake (ADFI) was subsequently computed. The feed conversion ratio (FCR) was calculated as feed intake divided by body weight gain. Following a six h LPS challenge, 4 mL of blood was collected from the wing vein of each bird. Two milliliters of the blood sample were transferred into an EDTA-coated anticoagulant tube for subsequent real-time PCR and ELISA analysis of inflammatory cytokines. The remaining 2 mL was allowed to clot, and serum was isolated by centrifugation at 2000× *g* for 10 min at 4 °C. The serum was then stored at −80 °C for subsequent antioxidant capacity analysis. All animal experiments in this study were conducted in compliance with the Regulations for the Administration of Experimental Animals issued by the China Science and Technology Commission (No. 2006-398) and were reviewed and approved by the Animal Ethics Committee of Yangtze University (No. 2024-041, 03/01/2024, Jingzhou, China).

### 2.4. Cell Treatment and LPS Stimulation

HD11 cells were cultured as described previously [24]. The HD11 cells were then seeded into 6-well plates at a density of 3 × 10^6^ cells per well and allowed to adhere for 12 h. Samples (*n* = 3) for RNA-seq were collected from four treatment groups with three replicates each. The treatment groups included PB1, PB1 + LPS, LPS, and Control (PBS, CTR). Samples for subsequent assays, including ROS detection, inflammatory cytokine ELISA, macrophage polarization, and analysis of transcription factors and their target gene expression, were collected from two independent experiment groups with each have five treatment: (i) Control, lipopolysaccharide (LPS), PB1 + LPS, LPS + retinoic acid (RA), and PB1 + LPS + RA; (ii) Control, lipopolysaccharide (LPS), PB1 + LPS, LPS + HIF1Ai, and PB1 + LPS + HIF1Ai. Cells were incubated with PB1 (100 μg/mL) and either RA or HIF1A (5 μM) for 12 h, then exposed to LPS (100 ng/mL) for another 12 h. The concentration of procyanidin B1 was confirmed to be suitable using an MTT cell viability assay. In brief, HD11 Cells were seeded in each well of 96-well plates at a density of 10,000/well in 200 μL complete RPMI-1640 medium and cultured at 37 °C. After 12 h, The cells were exposed to a series of PB1 concentrations (0, 25, 50, 100, and 200 μg/mL) in combination with 100 ng/mL of LPS. After 24 h, 10 μL of MTT solution (5 mg/mL in PBS) were added and incubated at 37 °C for four h. Then, the medium was removed, and 150 μL of DMSO was added to each well. Following vibrating on a shaker for 10 min, the plates were measured for absorbance at 570 nm wavelength. The relative viability of HD11 cells was calculated using the following formula: Cell relative viability (%) = (A_treatment_/A_control_) × 100. The highest concentration of PB1 with cell viability greater than 95% was used for subsequent cell experiments.

### 2.5. High-Throughput Sequencing

Cells were lysed with 1 mL of Trizol reagent and immediately snap-frozen in liquid nitrogen. The frozen samples were subsequently transported on dry ice to the DNA sequencing facility for RNA-seq analysis. Sequencing libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit (Illumina Inc., San Diego, CA, USA) following the manufacturer’s instructions. The Sequencing was performed on an Illumina HiSeq 2500 instrument (Illumina Inc., USA) using a single-read sequencing method. The raw data were then filtered according to the manufacturer’s recommendations to remove low-quality reads and obtain high-quality clean data. The Hisat2 v2.2 software [25] was employed to map clean reads to the reference genome (GRCg7b), which was extracted from the NCBI genome database [26]. The calculated read count per gene was estimated by Htseq-count [27] and used for comparing the difference in gene expression among samples. The DESeq2 R package was used for the calculation, and the criteria for differentially expressed genes were defined as FDR (false discovery rate) ≤ 0.05 and FC (fold change) ≥ 1.5 or ≤0.67. The data generated in this study are available in the NCBI GEO database under accession number GSE309607.

### 2.6. Identification of Key Transcription Factors

The identification of key transcription factors (TFs) regulating the differentially expressed genes was conducted using a multi-step analytical strategy. First, a gene set containing putative targets of each TF and a separate list of differentially expressed genes were compiled. Correlation analysis was then performed between these sets to infer TF–gene regulatory relationships. Transcription factor binding site (TFBS) data were predicted using GRIT-2.0, which integrates both binding affinity (Jindex) and cross-species conservation information within a mixed Student’s *t*-test framework [28]. As established by Huang et al. [20], the Jindex quantifies the maximum of repeated averaging of log likelihood ratios (LLRs), which are indicative of the potential presence of a motif at a specific location in a sequence. The correlation analysis was performed using the FLAVER v2.0 software package. Based on the approach introduced by Yao et al. [20,21], this study identified key transcription factors from transcriptome data by assessing the statistical significance of the correlation between the ranked gene set and the ordered gene list.

### 2.7. Real-Time Polymerase Chain Reaction (Real-Time PCR) Analysis

Total RNA was extracted from HD11 cell samples using the MiniBEST Universal RNA Extraction Kit. The isolated RNA was reverse-transcribed into cDNA using a PrimeScript™ RT reagent Kit. The primer sequences for the relevant transcription factors and their target genes are listed in Supplemental Table S1. Real-time PCR was performed using a TB Green^®^ Premix Ex Taq™ II FAST qPCR on a BIORAD Cycler. Gene expression was quantified using the 2^−ΔΔCT^ method and normalized to the expression of GAPDH.

### 2.8. Antioxidant Enzyme Assay

The activities of antioxidant enzymes (SOD and GSH-Px) and the concentration of MDA in chicken serum samples were measured using commercially available kits according to the manufacturer’s instructions, with appropriate dilution applied as required.

### 2.9. Enzyme-Linked Immunosorbent Assay

The concentrations of proinflammatory (TNF-α, IL-1β, IL-6) and anti-inflammatory (IL-10) cytokines in chicken plasma and HD11 cell culture supernatants were measured using ELISA kits that were specific to chickens. Samples were diluted and processed according to the manufacturer’s protocol.

### 2.10. ROS Detection

HD11 cells were gently scraped from 6-well plates and centrifuged to remove the medium. The cell pellets were then incubated with 1 mL of 10 μM DCFH-DA at 37 °C for 30 min. Following three washes with PBS, intracellular ROS levels were measured using a BD FACS Melody flow cytometer. ROS production was quantified as the percentage of DCF-positive cells within the gated population.

### 2.11. Polarization Analysis of HD11 Cells

Flow cytometry was performed to analyze the expression of M1 and M2 macrophage markers. HD11 cells were harvested by scraping, washed three times with PBS, and then blocked with 2% chicken IgY on ice for 20 min. After washing, the cells were stained with FITC-conjugated anti-chicken MHC-II (1:200) and PE-conjugated anti-human CD163 (1:50) at 4 °C for 30 min in the dark. The cells were then fixed in 250 μL of fixation buffer at room temperature for 30 min in the dark, washed, and finally resuspended in 400 μL of PBS for flow cytometric analysis. Results were quantified as the percentage of FITC-positive or PE-positive cells within the gated population.

### 2.12. Statistical Analysis

Data from mRNA quantification, oxidase activity, cytokine, ROS, and macrophage polarization assays were analyzed by a one-way ANOVA, followed by Duncan’s post hoc test for multiple comparisons, using R software (version 4.2).

## 3. Results

### 3.1. Effects of ECLE on Growth Performance, Blood Antioxidant Capacity, and Inflammatory Cytokines in Broiler Chickens

In this study, the content of PB1 in CELE was found to be 89.5%. The HPLC chromatograms of PB1 from the extract and the PB1 standard are shown in Figure S1 (Supplementary Material). The feeding test results demonstrated that there was no significant difference in ADG, ADFI, and FCR between the chickens supplemented with CELE and the control group (see Figure 1A–C). These results suggest that CELE does not impact the normal growth of chickens. The antioxidant capacity and cytokine levels were measured in plasma samples, with results shown in Figure 1D–F. Consistent with previous findings, serum MDA levels were significantly elevated in LPS-challenged chicks compared to controls, while activities of the antioxidant enzymes SOD and GSH-Px were markedly reduced (*p* < 0.05), reflects a typical process of antioxidant protection stress. Serum levels of SOD and GSH were significantly higher in the CELE + LPS group compared to the LPS-only group (*p* < 0.05), indicating that CELE enhanced the antioxidant defense against LPS-induced oxidative stress. Serum levels of IL-1β, IL-6, TNFα, and IL-10 were markedly elevated in LPS-treated chickens, reaching approximately 14-, 12-, 11-, and 4-fold those of control chickens, respectively. These results collectively demonstrate that LPS successfully established a model of inflammatory syndrome in chickens. Serum levels of IL-1β, IL-6, and TNFα were elevated in chickens pretreated with CELE compared to controls, yet remained significantly lower (*p* < 0.05) than those in the LPS-only group—specifically, decreasing to 76%, 77%, and 57% of LPS-induced levels, respectively (Figure 1H–J). In contrast, IL-10 levels were significantly higher in CELE-pretreated chickens than in those receiving LPS alone (Figure 1G).

### 3.2. PB1-Mediated Transcriptome Reprogramming of HD11 Cells

RNA sequencing of PB1- and LPS-treated HD11 cells yielded an average of 3.2 million reads per sample, which were mapped to 12,351 annotated chicken transcripts. 

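RNA from HD11 cells, a chicken macrophage-like line, was compared in 4 groups, which were untreated control (CTR), LPS, PB1 and LPS + PB1. LPS (lipopolysaccharide, a component of the outer membrane of Gram-negative bacteria) was given at 100 ng/mL and PB1 at 100 μg/mL. By the paper's methods, the cells had PB1 for 12 h before the LPS. The paper gives 12 h of LPS and 3000000 cells per well, whereas the deposited sample labels give 6 h and 2000000 cells. The treatment protocol in the labels also names another compound, SeMC, at 100 μM in the medium, although the treatment label of each sample names PB1 where the paper does, and the samples were grouped by these treatment labels and the paper. The paper's methods give 3 samples per group and the labels give 4, and all 16 libraries were used here. The mean counts in the paper's Table S2 were closest to the means over all 4 libraries of each group, with an SD of the log2 ratio of 0.007 to 0.025 across genes in the 5 comparisons, against 0.058 to 0.126 when 3 libraries were chosen from each group. The authors aligned the reads to GRCg7b with Hisat2 and counted them per gene with Htseq-count. The deposited values are whole numbers but not plain counts, since each library rises in even steps of its own, between 2.97 and 5.53, and never reaches 0. At least 99.98% of the values in every library were equal to a whole number of reads plus 1, multiplied by that step and rounded down. The deposited totals ranged from 12543666 to 23107935 per library. The reads recovered from the steps ranged from 4173989 to 4414942 per library, with medians of 4209402 in CTR, 4273140 in LPS, 4252076 in PB1 and 4309206 in LPS + PB1. They fell on 6492 transcripts, of which 604 had no read in any library, and the paper's values are a mean of 3200000 reads per sample and 12351 transcripts. RefSeq accessions identify the transcripts, and 1697 of them were matched to a gene symbol of the GRCg7b annotation. The deposited values were divided by the library size after TMM normalization and scaled to 1e+06 per library, which is called the normalized signal, and every value holds the 1 read added by the authors. Transcripts too low for edgeR's filterByExpr were left out, and log2 values of each pair of groups were compared with limma with Benjamini-Hochberg adjustment. A transcript was called differentially expressed at an adjusted p-value of at most 0.05 and a fold change of at least 1.5, the limits given by the paper. Replicates 1 and 2 of a group differed less from each other than from replicates 3 and 4 in the LPS, LPS + PB1 and CTR groups. The chi-square per degree of freedom over the recovered reads was 2.87 to 2.92 within these pairs and 37.1 to 39.8 between them in LPS, 3.83 to 7.07 and 62.7 to 67 in LPS + PB1, and 1.18 to 4.91 and 20.7 to 23.7 in CTR. In the PB1 group the ranges overlapped, at 1.52 to 5.46 and 4.74 to 12.8. All pairs differed by more than counting noise, so none was treated as the same library deposited again, but repeat preparations or runs of the same sample would also differ by more than that. The 4 libraries were treated as separate replicates because the labels list them so, and each SD and p-value rests on this unless it is given on the means of the pairs. To show the difference between the pairs, fold changes of the genes named by the paper are also given within replicates 1 and 2 and within replicates 3 and 4.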

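Between the LPS and CTR groups, 4514 transcripts were tested and 758 were differentially expressed, of which 450 were higher and 308 lower after LPS. In 727 of the 758, the 4 LPS libraries did not overlap with the 4 CTR libraries. Of all transcripts tested, 34.1% did not overlap. Chance gives 2.86% only if all libraries are independent, and the closeness of replicates within a pair puts this in doubt. If each pair counts as a single sample, chance gives a much larger share, so the excess over 2.86% cannot be read as an effect of LPS. With the replicate number as a block, 716 transcripts were called, and the deviations of same-numbered libraries from their group means had a correlation of -0.16. This correlation is across transcripts, which are not independent replicates. Without the fold-change limit, 1433 transcripts had an adjusted p-value of at most 0.05, which moved the count most among the alternatives set before the data were examined. When the means of replicates 1 and 2 and of replicates 3 and 4 were taken as 2 samples per group, a setting chosen after the data were seen, 393 transcripts were called. Within replicates 1 and 2 alone 808 were called, and within replicates 3 and 4 alone 1128. Among the transcripts with the largest changes was ZIC1 (chromosome 9, 11601968 to 11607494), with a normalized signal of 0.875 ± 0.588 (SD, n = 4) in LPS and 41.7 ± 4.96 (SD, n = 4) in CTR, a log2 fold change of -5.76 (standard error 0.36, limma adjusted p = 1.89e-06). A predicted noncoding transcript, XR_005849533.2, changed by -6.06 (standard error 0.29, limma adjusted p = 2.87e-07). A predicted transcript with at most 1 read in any CTR library, XM_046934685.1, was at least 95.8-fold higher in LPS, and another at least 54.9-fold higher.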

Analysis revealed 1068 significantly differentially expressed transcripts (FDR < 0.05) between LPS-treated and control groups. These were predominantly enriched in the Toll-like receptor signaling pathway and bacterial infection-related genes, such as TLR4, JUN, and TNFSF10. 

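JUN (chromosome 8, 26047724 to 26049692) had a normalized signal of 357 ± 27.5 (SD, n = 4) in LPS and 558 ± 31.6 (SD, n = 4) in CTR. Its log2 fold change was -0.63 (standard error 0.08, limma adjusted p = 0.00016), -0.64 within replicates 1 and 2 and -0.65 within replicates 3 and 4, so that JUN was lower after LPS in each pair. TLR4 and TNFSF10 were not analysed here. Of a list of 96 Toll-like receptor pathway genes written before the data were examined, 12 were among the transcripts named here, which is too few for an enrichment test. Of these, 9 were tested and 2 were called, JUN and TLR3, and the same 2 passed when the adjustment covered the list alone. TLR3 (chromosome 4, 60833481 to 60843093) rose from 6.95 ± 1.43 (SD, n = 4) to 17.9 ± 2.81 (SD, n = 4), a log2 fold change of 1.39 (standard error 0.18, limma adjusted p = 0.000314). IL6 (chromosome 2, 30771353 to 30774770) had 269 ± 22.5 (SD, n = 4) in LPS and 270 ± 34.1 (SD, n = 4) in CTR, with a log2 fold change of 0.01 (standard error 0.10, limma adjusted p = 0.933), a difference smaller than the spread between replicates. FOS had 51.1 ± 46.1 (SD, n = 4) and 14.1 ± 10.1 (SD, n = 4), and its log2 fold change was -1.03 within replicates 1 and 2 and 4.07 within replicates 3 and 4. No LPS or CTR library had more than 2 reads of IL12B, CCL4 or CCL5. These transcripts therefore lay near the floor with and without LPS, where a small change could not be seen. A rise to the level of TLR3, with 54 to 92 reads in the LPS libraries, would have been seen and was absent.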

A total of 1398 transcripts were significantly differentially expressed (FDR < 0.05) between the PB1-treated and control groups. 

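Here 4485 transcripts were tested between the PB1 and CTR groups and 937 were differentially expressed, 471 higher and 466 lower after PB1. The 4 libraries of each group did not overlap in 913 of them. The count was 945 with the replicate number as a block, where the correlation of same-numbered deviations was 0.23. It was 1031 within replicates 1 and 2, 952 within replicates 3 and 4 and 884 on the means of the 2 pairs of replicates. Without the fold-change limit it was 1960. VNN2 (chromosome 3, 56479597 to 56489691) rose from a normalized signal of 0.707 ± 0.871 (SD, n = 4) in CTR to 40.1 ± 5.74 (SD, n = 4) in PB1, a log2 fold change of 6.53 (standard error 0.59, limma adjusted p = 2.17e-06). No CTR library had more than 7 reads of VNN2. A predicted transcript without a gene name here, XM_046917801.1, was at least 90.1-fold lower in PB1, and XR_005849533.2 at least 182-fold lower, or at least 154-fold within replicates 1 and 2.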

Among these, inflammation-related genes—such as TSPAN18, BST1, HIF1A, FOXF1, RBPJ, CAMK2N1, and CMKLR1—and antioxidant-related genes—including ABCC9, LOXL3, and SQOR—were notably represented. 

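HIF1A (chromosome 5, 53477262 to 53507982) had a normalized signal of 988 ± 30.8 (SD, n = 4) in PB1 and 2040 ± 83.1 (SD, n = 4) in CTR. The log2 fold change was -1.05 (standard error 0.06, limma adjusted p = 5.02e-08), with -1.10 within replicates 1 and 2 and -0.98 within replicates 3 and 4. With each library left out in turn it stayed between -1.07 and -1.03. The other genes named from this comparison, TSPAN18, BST1, FOXF1, RBPJ, CAMK2N1, CMKLR1, ABCC9, LOXL3 and SQOR, were not analysed here.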

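Of 4495 transcripts tested between the LPS + PB1 and CTR groups, 795 were differentially expressed, with 412 higher and 383 lower in LPS + PB1. Of these, 762 had no overlap between the 4 libraries of each group. The replicate number as a block gave 781, and the correlation of same-numbered deviations was -0.01. On the means of the 2 pairs of replicates the count was 293, within replicates 1 and 2 it was 852 and within replicates 3 and 4 it was 1253. Without the fold-change limit, 1379 passed. GRPR (chromosome 1, 121815141 to 121837881), which had at most 2 reads in any LPS + PB1 library, was lower than in CTR, where its normalized signal was 52.8 and 50.3 in replicates 1 and 2 and 17.2 and 18 in replicates 3 and 4. The fall was at least 73.2-fold within replicates 1 and 2 and at least 24.8-fold within replicates 3 and 4. The predicted transcript XM_040670282.2 rose from 2.76 ± 0.873 (SD, n = 4) in CTR to 171 ± 38.3 (SD, n = 4), a log2 fold change of 6.01 (standard error 0.25, limma adjusted p = 2.87e-07).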

A total of 1060 transcripts were significantly differentially expressed (FDR < 0.05) between the LPS + PB1 and control groups. These included cytokine-related genes such as CRLF1, TIMP3, ADRA2A, BMP4, KIT, and TNFRSF19. 

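TIMP3 (chromosome 1, 53137054 to 53174022) had a normalized signal of 7420 ± 2200 (SD, n = 4) in LPS + PB1 and 1410 ± 123 (SD, n = 4) in CTR. Its log2 fold change was 2.38 (standard error 0.20, limma adjusted p = 2.11e-05), and it was 1.87 within replicates 1 and 2 and 2.84 within replicates 3 and 4. LPS alone raised TIMP3 to 3320 ± 77.2 (SD, n = 4), whereas PB1 alone lowered it to 863 ± 11.4 (SD, n = 4). ADRA2A, BMP4, KIT and TNFRSF19 were not analysed here.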

A total of 1110 transcripts were significantly differentially expressed (FDR < 0.05) between the LPS + PB1 and LPS-only groups. These included inflammation-related genes (e.g., KCNJ8, CCN3, AGTR1, F2R, APOD) and antioxidant-related genes (e.g., ABCC9, APOD, SOX9). Furthermore, 1999 transcripts were differentially expressed between the LPS + PB1 and PB1-only groups. 

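In the re-computed comparison of LPS + PB1 with LPS, 4546 transcripts were tested and 800 were differentially expressed, 335 higher and 465 lower in LPS + PB1. The 4 libraries of each group did not overlap in 758 of them. Same-numbered libraries of these 2 groups deviated together, with a correlation of 0.56, and the replicate number as a block raised the count to 926. The correlation was 0.57 over all libraries of the same pair of replicates, so the groups shared the difference between the pairs. The block treats same-numbered libraries as independent pairs, which this puts in doubt. Within replicates 1 and 2 the count was 1023 and within replicates 3 and 4 it was also 1023. The means of the 2 pairs of replicates, not matched between the groups, gave 129. Without the fold-change limit 1455 passed. Of the 758 transcripts called between LPS and CTR, 727 were also tested here and 356 were called in both comparisons, which share the LPS libraries. ADH1C (chromosome 4, 59497424 to 59513746) fell from a normalized signal of 236 ± 117 (SD, n = 4) to 0.795 ± 0.659 (SD, n = 4), a log2 fold change of -8.49 (standard error 0.63, limma adjusted p = 2.03e-05). EIF1AX (chromosome 1, 119908697 to 119917830), with at most 1 read in any LPS library, was at least 34-fold higher in LPS + PB1, where it had 24 ± 3.66 (SD, n = 4), against 21 ± 1.76 (SD, n = 4) in CTR. These values are of a single transcript, and other transcripts of EIF1AX may be among those without a gene name.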

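CCN3 (chromosome 2, 135485666 to 135490964) had a normalized signal of 103 ± 14 (SD, n = 4) in LPS + PB1 and 22.4 ± 3.95 (SD, n = 4) in LPS. The log2 fold change was 2.21 (standard error 0.15, limma adjusted p = 1.28e-05), or 2.56 within replicates 1 and 2 and 1.85 within replicates 3 and 4. APOD (chromosome 9, 12360594 to 12363954) was at 8.57 ± 5.66 (SD, n = 4) in LPS + PB1 and 123 ± 10.6 (SD, n = 4) in LPS, a log2 fold change of -4.12 (standard error 0.46, limma adjusted p = 0.000203). It was -4.97 within replicates 1 and 2 and -3.28 within replicates 3 and 4. SOX9 (chromosome 18, 9420966 to 9425462) was at 88.4 ± 22.9 (SD, n = 4) and 29.9 ± 3.88 (SD, n = 4), with a log2 fold change of 1.54 (standard error 0.18, limma adjusted p = 0.000298), and 1.39 and 1.69 within the pairs of replicates. On the means of the 2 pairs of replicates, not matched between the groups, APOD and SOX9 had limma adjusted p-values of 0.0625 and 0.0655. This setting was chosen after the data were seen. APOD was 3.63 ± 2.27 (SD, n = 4) in CTR, so that LPS alone raised it and it was lower where the cells also had PB1. In contrast, PB1 alone lowered SOX9 from 20.5 ± 1.74 (SD, n = 4) in CTR to 3.16 ± 0.866 (SD, n = 4). KCNJ8, AGTR1, F2R and ABCC9 were not analysed here.

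**Figure D1:**
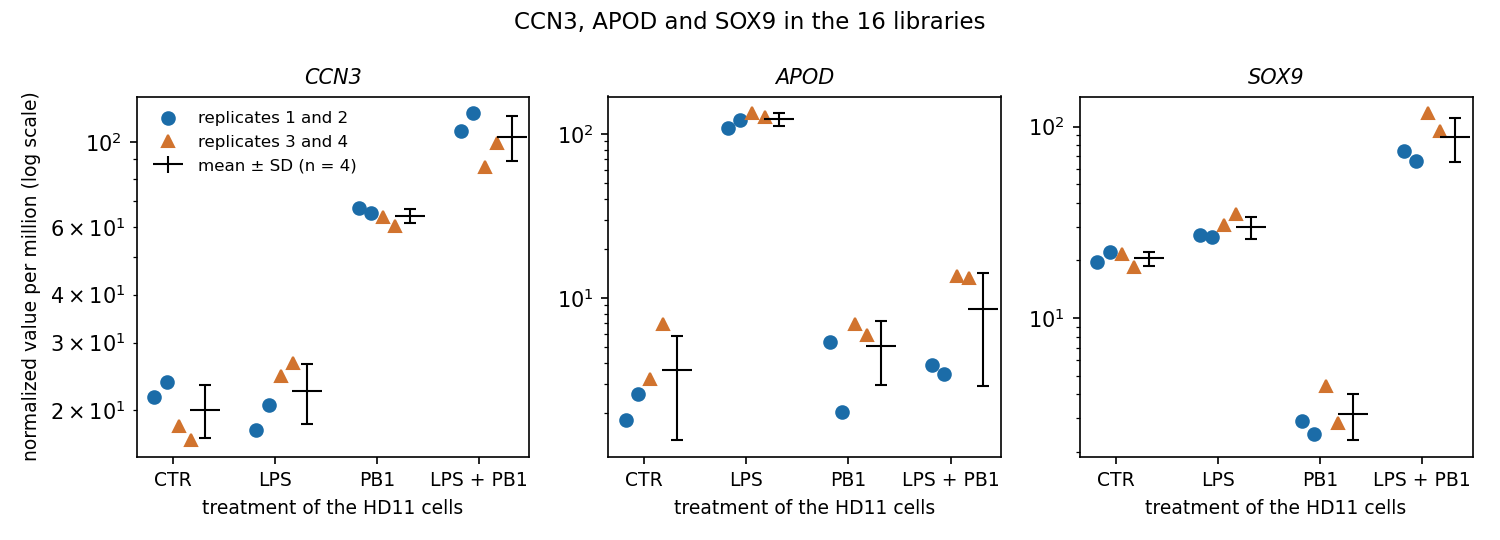
Normalized signal (per 1e+06), on a log axis, of CCN3, APOD and SOX9 in each of the 16 libraries, by treatment, with circles for replicates 1 and 2, triangles for replicates 3 and 4, and the mean ± SD of the 4 replicates beside them. The LPS + PB1 libraries lie apart from the LPS libraries in each gene, above them for CCN3 and SOX9 and below them for APOD.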

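Among 4518 transcripts tested between the LPS + PB1 and PB1 groups, 1327 were differentially expressed, 654 higher and 673 lower in LPS + PB1, the highest count of the 5 comparisons. In 1269 of them the libraries of the 2 groups did not overlap. The count was 1316 with the replicate number as a block, and the correlation of same-numbered deviations was -0.03. It was 1527 within replicates 1 and 2, 1493 within replicates 3 and 4, 1024 on the means of the 2 pairs of replicates and 2235 without the fold-change limit. HOXC10 (chromosome 34, 858022 to 862788) had a normalized signal of 149 ± 6.77 (SD, n = 4) in LPS + PB1 and at most 1 read in any PB1 library, so that it was at least 212-fold higher. A predicted transcript without a gene name here fell from 1390 ± 204 (SD, n = 4) in PB1 to 1.91 ± 0.464 (SD, n = 4), a log2 fold change of -9.51 (standard error 0.18, limma adjusted p = 3.18e-10).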

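NFKBIZ (chromosome 1, 85658140 to 85674660) had a normalized signal of 26.1 ± 2.62 (SD, n = 4) in LPS + PB1 and 4.29 ± 1.5 (SD, n = 4) in PB1. Its log2 fold change was 2.70 (standard error 0.27, limma adjusted p = 1.77e-05), and it was 3.19 within replicates 1 and 2 and 2.18 within replicates 3 and 4. GNAI1 (chromosome 1, 11577337 to 11612045) had 64.2 ± 2.63 (SD, n = 4) and 28.2 ± 4.55 (SD, n = 4), a log2 fold change of 1.22 (standard error 0.12, limma adjusted p = 1.65e-05), with 1.04 and 1.35 within the pairs of replicates. The 4 LPS + PB1 libraries lay above the 4 PB1 libraries for both genes. PB1 alone lowered both, from 33 ± 5.16 (SD, n = 4) in CTR for NFKBIZ and 61.4 ± 3.73 (SD, n = 4) for GNAI1. LPS + PB1 did not differ detectably from CTR, with log2 fold changes of -0.31 and 0.09 (limma adjusted p = 0.116 and 0.458). LPS alone changed them by 0.28 and 0.41 (limma adjusted p = 0.186 and 0.0224). CD74, CBLB and CD47 were not analysed here.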

Among these, numerous genes involved in T cell activation were identified, including CD74, CBLB, NFKBIZ, CD47, and GNAI1. The Venn diagram in Figure 2 shows the number of differentially expressed genes (DEGs) for each comparison, and the complete gene lists are provided in Supplemental Table S2.

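Over the 5 comparisons, 1962 of the 6492 transcripts were called at least once, of which 535 were called in 1 comparison, 629 in 2, 437 in 3, 292 in 4 and 69 in all 5. The transcripts called in a single comparison numbered 246 for LPS + PB1 against PB1, 87 for LPS + PB1 against LPS, 83 for LPS against CTR, 75 for PB1 against CTR and 44 for LPS + PB1 against CTR. Of the genes in Table S2, 120 in LPS against CTR, 162 in PB1 against CTR, 118 in LPS + PB1 against CTR and 120 in LPS + PB1 against LPS were found by symbol among the transcripts tested here. In these comparisons 113, 159, 103 and 110 of them were also called here, and 120, 162, 118 and 119 changed in the direction given in Table S2. Table S2 is the paper's own list of calls on these libraries, so this overlap is not an independent test. Of the sheet for LPS + PB1 against PB1, 417 genes were used here, and all 56 that were found were called with the same direction.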

A substantial body of research has demonstrated the robust antioxidant properties of procyanidins. 

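NFE2L2 (chromosome 7, 15417979 to 15442325) had a normalized signal of 310 ± 46.5 (SD, n = 4) in LPS + PB1 and 334 ± 18.3 (SD, n = 4) in LPS. The log2 fold change was -0.12 (standard error 0.10, limma adjusted p = 0.409), a difference within the spread between replicates. It was 0.00 within replicates 1 and 2 and -0.24 within replicates 3 and 4. Fitted on replicates 3 and 4 alone, which was chosen after the data were seen, NFE2L2 was lower in LPS + PB1 with a limma adjusted p of 0.0441. The NFE2L2 target genes GCLM and SOD2 were not analysed here.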

In this study, although no significant difference was observed in the mRNA expression level of the antioxidant transcription factor NFE2L2 (also known as NRF2) between the LPS + PB1 and LPS groups, representative target genes regulated by NFE2L2, including GCLM (FDR < 1 × 10^−5^) and SOD2 (FDR < 1 × 10^−10^) were significantly up-regulated in the LPS + PB1 group compared to the LPS group. These results suggest that NFE2L2 plays an important role in PB1-mediated antioxidant in HD11 cells, and the regulation of NFE2L2 by PB1 may occur at the post-transcriptional or protein level. NFE2L2 (NRF2) is a key transcription factor central to cellular defense against oxidative stress and inflammation. It regulates the expression of antioxidant and phase II detoxification enzymes—such as glutathione S-transferase (GST), NAD(P)H quinone oxidoreductase 1 (NQO1), and heme oxygenase-1 (HO-1)—by binding to the antioxidant response element (ARE). NRF2 also helps maintain redox homeostasis by upregulating enzymes involved in glutathione (GSH) synthesis and modulating the activity of antioxidant enzymes, including superoxide dismutase (SOD) and catalase (CAT). In this study, multiple NRF2 target genes were up-regulated in the PB1 + LPS group compared to the LPS-only group, indicating a potential role in PB1-mediated antioxidant responses. These findings are consistent with previous reports by Wei Gao et al. [29].

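Of a list of 43 NRF2 target genes written before the data were examined, 9 were among the transcripts named here, too few for a test of the set, and 7 of these were tested between LPS + PB1 and LPS. None of the 7 passed both limits for a differentially expressed transcript, and 1 passed the limit on the adjusted p-value, whether the adjustment covered all transcripts or the list alone. At an unadjusted p under 0.05 there were 2. The transcript past the adjusted limit was TXNRD1 (chromosome 1, 54632854 to 54659295), with a normalized signal of 2700 ± 231 (SD, n = 4) in LPS + PB1 and 1870 ± 408 (SD, n = 4) in LPS, a log2 fold change of 0.55 (standard error 0.16, limma adjusted p = 0.0258). It was 0.93 within replicates 1 and 2 and 0.17 within replicates 3 and 4, and it no longer passed the limit on the adjusted p-value in 4 of the 8 fits that each left out a library. HMOX1 (chromosome 1, 52145778 to 52151916) had 410 ± 160 (SD, n = 4) and 371 ± 37 (SD, n = 4), with a log2 fold change of 0.06 (standard error 0.26, limma adjusted p = 0.873), and CAT (chromosome 5, 18220734 to 18239421) had 193 ± 7.4 (SD, n = 4) and 187 ± 32.3 (SD, n = 4), with 0.07 (standard error 0.12, limma adjusted p = 0.702). HMOX1 fell by 0.34 on the log2 scale within replicates 1 and 2 and rose by 0.46 within replicates 3 and 4. The log2 fold changes of TALDO1, ME1, SOD1 and FTH1 were 0.23, 0.21, -0.15 and -0.32. With the replicate number as a block, which paired the libraries of these 2 groups, the limma adjusted p was 0.0188 for TXNRD1, 0.0396 for TALDO1, 0.0286 for FTH1 and 0.0833 for SOD1. Under the block, TXNRD1 and TALDO1 were therefore higher and FTH1 lower in LPS + PB1 past the limit on the adjusted p-value. TXNRD1 and TALDO1 were higher, and FTH1 and SOD1 lower, in LPS + PB1 in 4 of the 4 same-numbered pairs of libraries. These 4 may not be independent, since the groups shared the difference between replicates 1 and 2 and replicates 3 and 4. The p-values under the block may therefore be too small. NQO1 was not analysed here.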

### 3.3. Key Transcription Factors Regulated by PB1 in LPS-Stimulated HD11 Cells

A total of 9, 17, 20, 6, and 119 transcription factors were identified in the PB1/CTR, LPS/CTR, LPS + PB1/CTR, LPS + PB1/PB1, and LPS + PB1/LPS comparison groups, respectively (FDR < 0.05, Figure 3). Specifically, 62 transcription factors showed significant correlations (FDR < 0.05) in the LPS + PB1/LPS treatment group. The most significant transcription factors across the groups included FOSL1: JUND, CREB1, ZNF467, STAT2, and HIF1A. Furthermore, the variations in target gene expression were positively correlated with the binding site penalty scores for FOSL1: JUND and CREB1 in both the LPS + PB1/LPS and LPS + PB1/PB1 groups. In contrast, a negative correlation was observed between the variations in target gene expression and the penalty scores of STAT2 binding sites in the LPS + PB1/LPS and LPS + PB1/CTR groups. Similarly, the variations in target gene expression were negatively correlated with the penalty scores of HIF1A binding sites in the LPS + PB1/LPS group. 

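HIF1A had a normalized signal of 1200 ± 188 (SD, n = 4) in LPS + PB1 and 2430 ± 827 (SD, n = 4) in LPS, a log2 fold change of -0.97 (standard error 0.23, limma adjusted p = 0.0119), which is a 1.95-fold decrease. The LPS libraries were at 2920 and 3340 in replicates 1 and 2 and at 1660 and 1800 in replicates 3 and 4, and the LPS + PB1 libraries were at 1420 and 1300 and at 1030 and 1060. The fall was therefore -1.20 on the log2 scale within replicates 1 and 2 and -0.73 within replicates 3 and 4, and the 2 groups did not overlap. With each library left out in turn, the log2 fold change stayed between -1.13 and -0.79, with limma adjusted p-values up to 0.0361. On the means of the 2 pairs of replicates, not matched between the groups, the limma adjusted p was 0.198. This setting was chosen after the data were seen. STAT2 and FOSL1 were not analysed here.

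**Figure D2:**
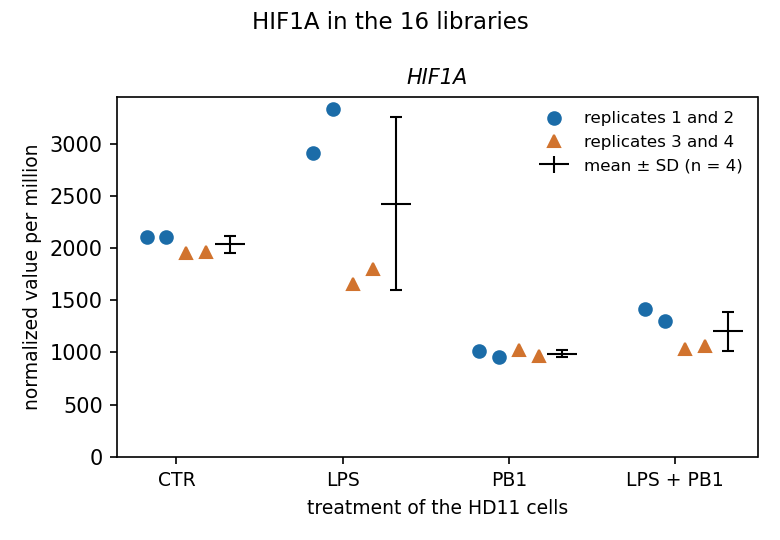
Normalized signal (per 1e+06) of HIF1A in each of the 16 libraries, by treatment, with circles for replicates 1 and 2, triangles for replicates 3 and 4, and the mean ± SD of the 4 replicates beside them. All LPS + PB1 libraries lie below all LPS libraries, and the LPS libraries fall into a higher and a lower pair.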

Notably, in the LPS + PB1/LPS group, HIF1A expression was downregulated by 1.98-fold (FDR < 5 × 10^−3^), STAT2 was downregulated by 1.37-fold (FDR < 7 × 10^−6^), while FOSL1 expression was upregulated by 2.12-fold (FDR < 1 × 10^−32^). These results suggest that these transcription factors may represent key targets of PB1.

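PB1 lowered HIF1A without LPS as well, and its effect did not differ detectably with and without LPS, with a difference in log2 fold change of 0.08 and a limma adjusted p of 0.841 for the interaction over 16 libraries. LPS alone did not change HIF1A by more than the spread between replicates (log2 fold change 0.21, standard error 0.20, limma adjusted p = 0.475), with 0.57 within replicates 1 and 2 and -0.18 within replicates 3 and 4. The relation between binding-site scores and target expression was not analysed here. From the changes in expression of HIF1A, STAT2 and FOSL1 together with that relation (Figure 3), the paper proposes that these transcription factors may be key targets of PB1.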

### 3.4. The Expression Levels of Transcription Factors and Their Target Genes

The expression of transcription factors STAT2 and HIF-1α, along with their respective target genes EPSTI1, IFIH1, HMGA2, and STEAP4, is presented in Figure 4. While LPS treatment significantly enhanced the transcription of STAT2 and its target genes (EPSTI1 and IFIH1), this effect was suppressed by PB1 co-treatment, whereas RA treatment markedly increased their expression. Similarly, LPS stimulation notably increased the transcriptional levels of HIF-1α and its target genes HMGA2 and STEAP4. This enhanced expression was significantly suppressed by co-treatment with either a HIF-1α inhibitor (HIF1Ai) or PB1. Moreover, the combination of PB1 and HIF1Ai resulted in a more profound suppression of HMGA2 and STEAP4 upregulation.

### 3.5. Effect of PB1 on Cytokine Production in HD11 Cells

ELISA results demonstrated that the levels of proinflammatory cytokines (IL-1β, IL-6, and TNFα) as well as the anti-inflammatory cytokine IL-10 were significantly elevated in LPS-stimulated HD11 cells compared to controls. In the PB1 + LPS treatment group, the levels of IL-1β and IL-6 were significantly downregulated, reaching only 71% and 76% of those in the LPS-only group, respectively. Although TNFα levels also decreased in PB1 + LPS-treated HD11 macrophage-like cells, the reduction was not statistically significant. These in vitro findings are largely consistent with the results from animal serum tests. Furthermore, RA treatment notably enhanced the production of IL-1β, IL-6, and TNFα in HD11 cells challenged with either LPS alone or the combination of PB1 and LPS, while significantly suppressing IL-10 levels. In contrast, HIF1Ai treatment led to a substantial decrease in the expression of IL-1β, IL-6, and TNFα, and an increase in the expression of IL-10, under identical conditions (Figure 5).

### 3.6. Effects of PB1 on ROS Production in HD11 Cells

The ROS level of HD11 cells was detected by a DCFH-DA reagent. The results demonstrated that the proportion of DCF-DA+ cells in the LPS treatment group was 61.13 ± 2.96%, which was significantly higher than that in the control group. In contrast, the proportion of DCF-DA+ cells in the LPS + PB1 treatment group was 49.23 ± 6.92%, which was significantly lower than that in the LPS treatment group (*p* < 0.01). The proportions of DCF-DA+ cells in the LPS + RA group and the LPS + PB1 + RA group were found to be 70.93 ± 1.34% and 66.8 ± 4.43%, respectively. In comparison with the control group that did not receive RA treatment, RA treatment led to a significant increase in the proportion of DCF-DA+ cells in both the LPS group and the PB1 + LPS group (*p* < 0.05) (Figure 6D). The analysis of flow histograms revealed a statistically significant shift in the cell population towards the left (decreased fluorescence) in the PB1-treated group. In contrast, the distribution exhibited a shift towards the right in the LPS- and RA-treated groups, consistent with the quantitative results. This finding suggests that PB1 may attenuate ROS accumulation in LPS challenged HD11 cells, potentially by acting on the STAT2 pathway. Similarly, HIF1Ai treatment led to a substantial decrease in the proportion of DCF-DA+ cells in both the LPS- and PB1 + LPS-treated groups (*p* < 0.05) (Figure 6E). The more pronounced reduction observed in the PB1 co-treated group suggests that PB1 may further attenuate ROS accumulation in HD11 macrophage-like cells, potentially through the HIF-1α pathway.

### 3.7. Levels of M1/M2 Polarization Markers in HD11 Cells

M1-type macrophages were labeled with MHC II, and M2-type macrophages were labeled with CD163. Flow cytometry analysis showed that 12 h LPS stimulation significantly altered the polarization state of HD11 cells. Compared to the control group, the proportions of MHC II^+^ and CD163^+^ cells in HD11 cells stimulated with LPS were significantly increased (*p* < 0.001). Pretreatment with PB1 significantly downregulated the proportion of MHC II^+^ cells and upregulated that of CD163^+^ cells in the LPS-stimulated HD11 cells (*p* < 0.05). Compared to the control without RA, RA treatment significantly elevated the proportion of MHC II^+^ cells and reduced that of CD163^+^ cells in both the LPS-alone and LPS + PB1 groups (*p* < 0.05) (Figure 7D). Conversely, in both the LPS + HIF1Ai and LPS + PB1 + HIF1Ai groups, the proportion of MHC II^+^ cells decreased significantly, while that of CD163^+^ cells increased significantly compared to their respective controls (the LPS and LPS + PB1 groups; *p* < 0.05). These results suggest that both STAT2 and HIF-1α serve as key functional targets through which PB1 modulates the polarization of LPS-stimulated HD11 cells.

## 4. Discussion

Rich in anthocyanins and other polyphenolic compounds, many plant tissue extracts and grape winemaking by-products are considered valuable for significantly improving animal immunity and antioxidant status [30,31]. *Cyperus* is an edible perennial plant, with studies showing that extracts from its tubers, stems, and leaves possess allelopathic, antibacterial, antioxidant, and insecticidal activities [32]. A recent study reported that procyanidin B1 (PB1), the predominant compound in ECLE, exhibited strong in vitro antioxidant activity and protected zebrafish from tebuconazole-induced developmental toxicity and hepatotoxicity [18]. Our chicken model study confirms CELE’s antioxidant capacity and further demonstrates that it significantly attenuates LPS-induced inflammation, indicating potent anti-inflammatory activity without imposing any measurable metabolic burden or toxic stress. These results are consistent with the findings of other studies on procyanidins in broilers [33]. We therefore investigated the transcriptional mechanisms of PB1, CELE’s primary component. While previous studies showed that grape seed procyanidin alleviates inflammation via STAT3, NF-κB, and TREM2/PI3K/Akt pathways [34,35], we newly identified STAT2 and HIF1A as key regulators mediating PB1’s anti-inflammatory effects.

STAT2, a key transducer in the interferon pathway, typically forms the ISGF3 complex with STAT1 and IRF9 to enter the nucleus and drive the expression of antiviral and inflammatory genes [36]. Upstream, Janus kinase (JAK)—a non-receptor tyrosine kinase activated by inflammatory factors like IL-6 and IFN-γ—regulates STAT1/STAT2 [37]. Studies indicate STAT2 loss reduces NF-κB target gene expression by impairing its nuclear translocation [38]. While unphosphorylated STAT2 can bind the IL-6 promoter to enhance its expression [39]. Thus, STAT1/STAT2 is hypothesized to play a predominant role in proinflammatory responses triggered by bacterial/LPS stimulation. STAT2 target genes EPSTI1 and IFIH1 regulate macrophage polarization and inflammation: EPSTI1 knockdown reduces LPS-induced injury and promotes M2 polarization by inhibiting STAT1/p65 nuclear translocation [40], while IFIH1 promotes M1 polarization [41]. In this study, PB1 treatment downregulated STAT2, EPSTI1, and IFIH1 transcription, reduced M1 polarization, and decreased ROS and proinflammatory factors in LPS-induced HD11 macrophages, indicating that PB1 exerts anti-inflammatory effects by inhibiting the STAT2 pathway and its target genes.

Previous studies have indicated that some Chinese herbal extracts can modulate inflammation via the STAT1/STAT2 pathway. For example, Astragaloside IV (AS-IV) binds to STAT1 and promotes its dephosphorylation at Tyr701, facilitating M2 macrophage polarization in inflammatory bowel disease [42]. Resveratrol inhibits JAK2 and STAT1 phosphorylation and suppresses STAT3 transcriptional activity by promoting its deacetylation via SIRT1 activation [43,44]. Baicalein significantly inhibits IFN-γ–induced STAT1 (Tyr701) and IL-6–induced STAT3 (Tyr705) phosphorylation, attenuates NF-κB activation, and exerts anti-inflammatory effects [45,46]. Procyanidins were shown to reduce M1 polarization and cytokine production by inhibiting STAT3 and NF-κB phosphorylation [47]. In this study, we found that PB1 suppresses M1 polarization and promotes M2 polarization in HD11 cells through a distinct mechanism. We identified STAT2 as a potential target of PB1, which transcriptionally suppresses STAT2 and its downstream genes to modulate LPS-induced M1 polarization and cytokine release.

Our study also identified HIF1α as a key target mediating the anti-inflammatory effect of PB1. HIF-1α promotes M1 polarization and proinflammatory responses by suppressing the mitochondrial Tricarboxylic acid (TCA) cycle, enhancing glycolysis, and inducing mitochondrial ROS production [48,49]. HIF-1α-deficient macrophages show reduced iNOS and TNF-α, increased IL-10, and impaired migration [50]. Downstream targets of HIF-1α, such as HMGA2 and STEAP4, also contribute to inflammation regulation. HMGA2 silencing inhibits NF-κB signaling and reduces IL-6 and IL-8 expression, alleviating LPS-induced cytotoxicity [51]. Moreover, this silencing reduces LPS-induced damage to cell viability, thereby decreasing inflammation and apoptosis [52]. STEAP4, regulated in a hypoxia-dependent manner, disrupts mitochondrial iron homeostasis and promotes ROS generation; its knockdown mitigates LPS-induced inflammation [53]. Multiple active compounds, including Baicalin and Astragaloside IV, exert anti-inflammatory and antioxidant effects via HIF-1α and its targets [54,55].In our study, PB1 downregulated HIF-1α transcription, its target genes, proinflammatory factors, ROS levels, and M1 markers in LPS-treated HD11 cells, indicating that HIF-1α is an important target through which PB1 exerts anti-inflammatory activity.

Macrophage polarization and reactive oxygen species (ROS) production are regulated by multiple signaling pathways. TLR4/NF-κB represents the canonical pathway for macrophage polarization to the M1 phenotype. M1-polarized macrophages generate ROS through NADPH oxidase (NOX) and mitochondrial electron leakage. As mentioned earlier, NOX-mediated ROS is regulated by HIF1α. Furthermore, the amplification of NF-κB signaling and the M1 inflammatory response relies on IFN-γ-mediated activation of the JAK1/2–STAT1/2 pathway [39,56]. Our findings thus suggest that Stat2 and HIF1α are potential targets underlying PB1-mediated regulation of macrophage polarization and ROS production.

However, a limitation of this study is that we employed a crude extract of *Cyperus esculentus* rather than purified procyanidin B1. The *Cyperus esculentus* extract contains a variety of bioactive components, including, but not limited to, other flavan-3-ols (e.g., gallocatechin), caffeic acid derivatives (e.g., chlorogenic acid), and flavones (e.g., orientin) [22]. Consequently, the anti-inflammatory and antioxidant effects we observed are likely the result of the combined action of these constituents, implying the existence of additive or synergistic effects. Although procyanidin B1 was identified as one of the major active components in our extract, the extent of its individual contribution remains to be elucidated. Future studies will utilize purified procyanidin B1 and other isolated compounds in comparative experiments to precisely delineate the contribution of each component and its mechanisms of interaction.

## 5. Conclusions

In conclusion, our study demonstrates that the dietary supplementation of CELE, enriched with procyanidin B1 (PB1), effectively alleviates oxidative stress and modulates inflammatory responses in chicken layers. The underlying mechanism is potentially associated with the polarization of macrophages towards the M1 and M2 phenotypes via the STAT2 and HIF1A signaling pathways. Beyond these findings, our research provides practical implications for the use of polyphenols in poultry farming. Specifically, we recommend considering this PB1-enriched extract as a potential functional feed additive in the following scenarios: (i) For alleviating oxidative stress and inflammation associated with common production diseases such as necrotic enteritis and dysbiosis; (ii) as a supportive nutritional strategy during periods of high immunological challenge, like vaccinations or environmental stressors, to maintain immune homeostasis; (iii) potentially, as part of a strategy to reduce the reliance on in-feed antibiotics, given its anti-inflammatory and antioxidant properties.

## Figures and Tables

**Figure 1:**
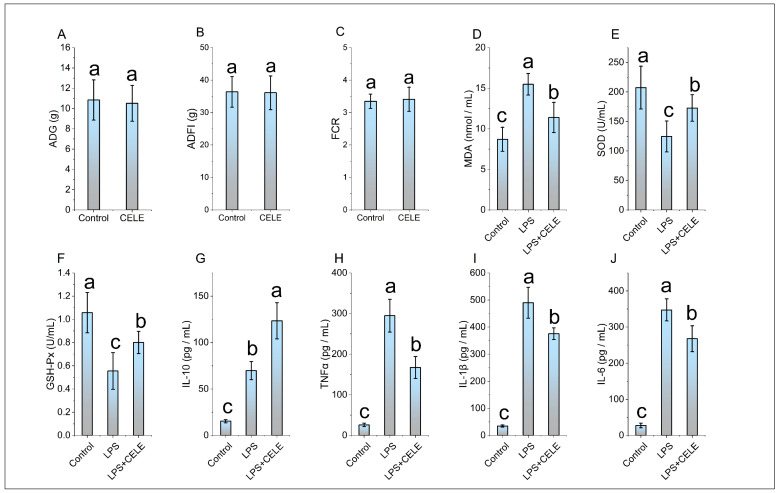
The effects of CELE on weight gain, blood antioxidant parameters, and blood inflammatory cytokines in broiler chickens. “Weight Gain” is defined as the average value of body weight at 42 days (g) minus body weight at 7 days (g) for the broilers in each treatment group. (**A**) Average daily gain (ADG), (**B**) Average daily feed intake (ADFI), (**C**) Average feed conversion ratio (FCR), (**D**) Serum malondialdehyde (MDA) content, (**E**) Serum superoxide dismutase (SOD) activity, (**F**) Serum glutathione peroxidase (GSH-Px) activity, (**G**) Plasma interleukin-10 (IL-10) level, (**H**) Plasma tumor necrosis factor-alpha (TNFα) level, (**I**) Plasma interleukin-1 beta (IL-1β) level, (**J**) Plasma interleukin-6 (IL-6) level. The same shoulder label letter indicates no significant difference (*p* > 0.05), different lowercase letters indicate significant difference (*p* < 0.05).

**Figure 2:**
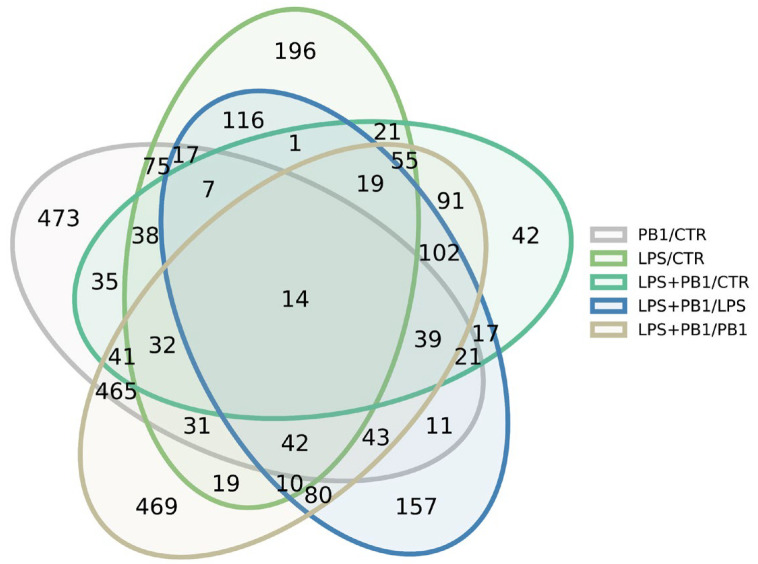
Venn diagram showing the number of differentially expressed genes in PB1-treated HD11 cells, as identified by RNA-seq.

**Figure 3:**
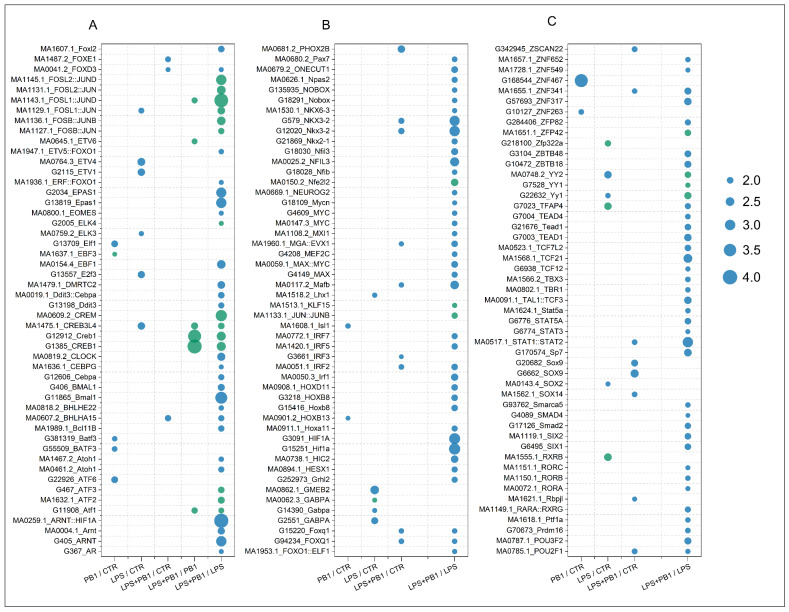
FLAVER analysis results of the transcriptome data from chicken layers treated with procyanidin B1. The dots represent the Log10(FDR) values from the FLAVER analysis results, with green indicating a positive correlation between transcription factor binding sites and target gene expression, and blue indicating a negative correlation. Results of the significant transcription factors are shown in plots (**A**–**C**) arranged in alphabetical order.

**Figure 4:**
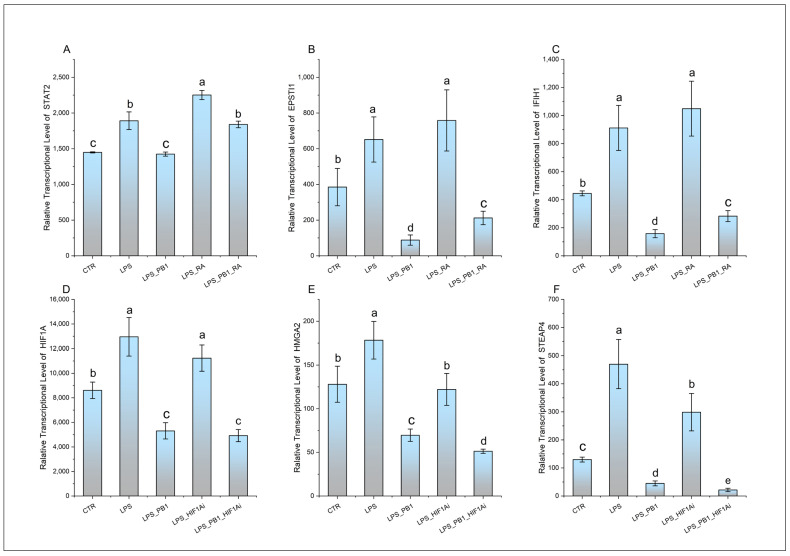
The transcription levels of STAT2, HIF1A, and their target genes in HD11 cells treated with PB1 and LPS. The height of bars indicates the relative transcriptional levels of genes. Bars bearing different letters indicate statistically significant differences (*p* < 0.05). (**A**–**F**): STAT2, EPSTI1, IFIH1, HIF1A, HMGA2, and STEAP4.

**Figure 5:**
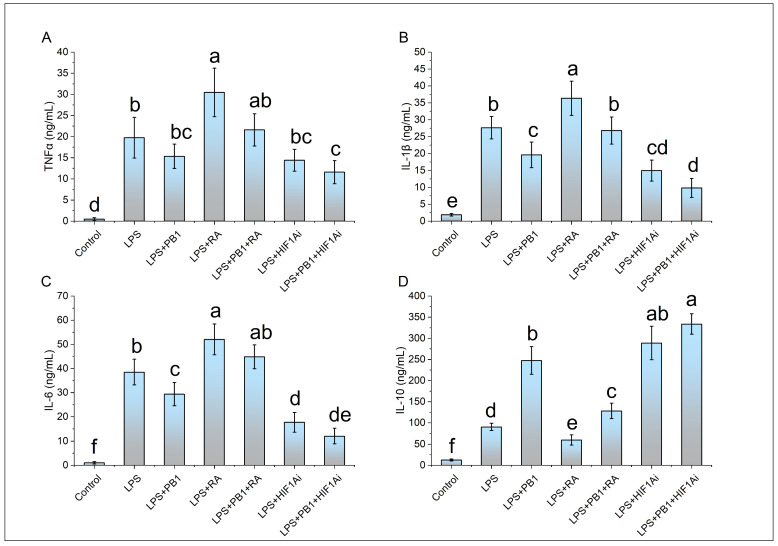
The effects of PB1, RA, and HIF1Ai on inflammatory cytokines in LPS-stimulated HD11 cells. (**A**) Tumor necrosis factor-alpha (TNFα) level, (**B**) Interleukin-1 beta (IL-1β) level, (**C**) Interleukin-6 (IL-6) level, (**D**) Interleukin-10 (IL-10) level. The same shoulder label letter indicates no significant difference (*p* > 0.05), different lowercase letters indicate significant difference (*p* < 0.05).

**Figure 6:**
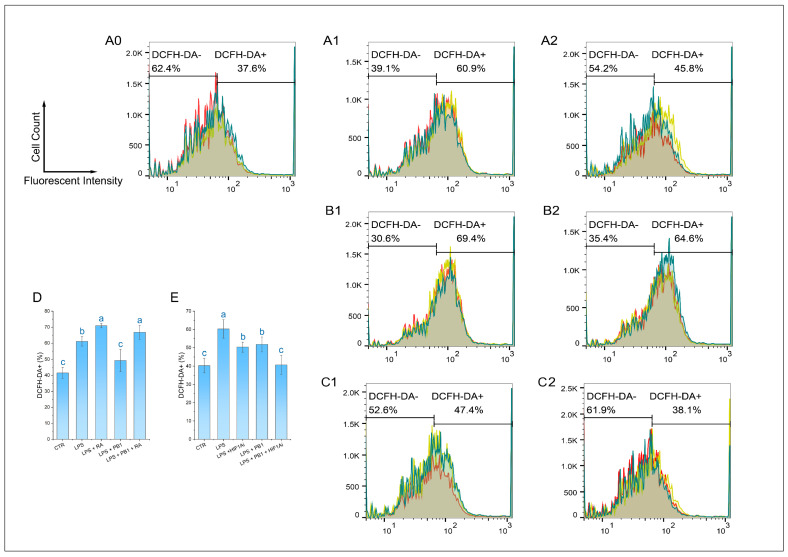
Effect of PB1 on ROS production in LPS-challenged HD11 Cells. (**A0**–**A2**,**B1**,**B2**,**C1**,**C2**) are the representative single-channel flow cytometry histograms. The results are presented as histograms of the relationship between fluorescence intensity (X-axis, DCF) and cell count (Y-axis). The results from the Control group, the LPS-treated Control group, and the LPS + PB1-treated group are displayed in Column (**A0**–**A2**). (**B**,**C**) present the results of treatment in the presence of RA and in the presence of HIF1Ai, respectively. A vertical gate separates the two populations, with percentages labeled for DCF-DA^-^ and DCF-DA^+^ subsets. Histograms presented the fluorescence distribution across three replicates (different colors), with shaded areas denoting overlapping populations. (**D**,**E**) are bar graphs of ROS levels in HD11 cells from different treatment groups. Bars bearing different letters indicate statistically significant differences (*p* < 0.05).

**Figure 7:**
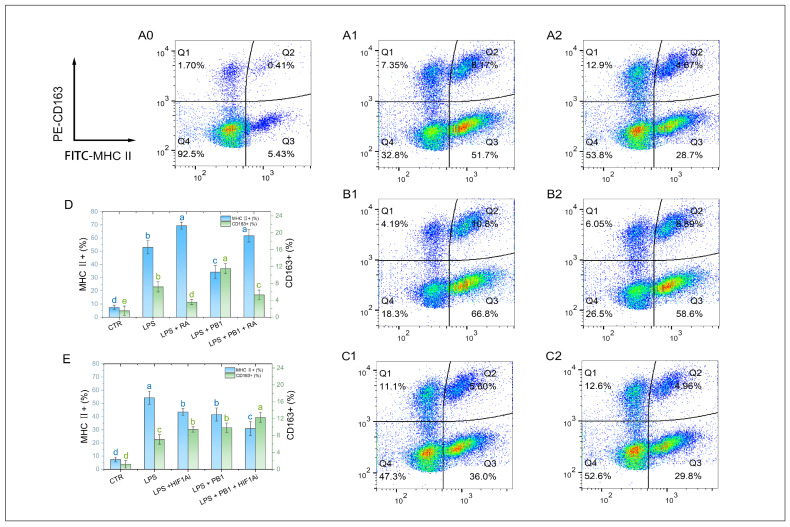
The effects of PB1 on M1/M2 polarization of HD11 cells. (**A0**–**A2**,**B1**,**B2**,**C1**,**C2**) are the representative flow cytometry analyses of the percentage of MHC II^+^ macrophages and CD163^+^ macrophages in HD11 cells. The X-axis indicates the fluorescence intensity of MHC II^+^ cells, while the Y-axis denotes the fluorescence intensity of CD163^+^ cells. A quadrant gate is employed to subdivide the cell populations into four distinct sections, with Q2 (**top right**) denoting double-positive cells, Q3 (**bottom right**) representing M1 cells, Q1 (**top left**) representing M2 cells, and Q4 (**bottom left**) classifying unpolarized cells. Columns (**A0**–**A2**) present samples from the untreated control group, the LPS-treated group, and the LPS + PB1-treated group, respectively. The rows labeled (**B**,**C**) correspond to the presence of RA or HIF1Ai co-treatment, respectively. (**D**,**E**) are bar graphs for the percentages of MHC II^+^ macrophages (blue) and CD163^+^ macrophages (green) in HD11 cells from different treatment groups. Bars bearing different letters indicate statistically significant differences (*p* < 0.05).

## Data Availability

The data generated in this study are available in the NCBI GEO database under accession number GSE309607 (access token: olmpcgqgthurnib).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani15233469/s1, Table S1: Primers for Realtime-PCR; Table S2: Differential expression lists; Figure S1: Typical HPLC-UV chromatograms of Cyperus Esculentus stem and leaf extract (A), and the Procyanidin B1 standard (B), acquired at 210 nm.

## Abbreviations

The following abbreviations are used in this manuscript:

PB1	Procyanidin B1
GenAI	Generative artificial intelligence
STAT 1	Signal transducer and activator of transcription 1
STAT 2	Signal transducer and activator of transcription 1
STAT 3	Signal transducer and activator of transcription 3
HIF-1	Hypoxia-inducible factor-1
FOSL 1	Fos-Related Antigen 1
SOD	Superoxide Dismutase

# Supplementary material for: Procyanidin-B1-Enriched Cyperus esculentus Extract Regulates Anti-Inflammatory Pathways in Chicken Macrophages Cells Through Transcription Factor STAT2 and HIF1A
**Source:** Animals (Basel). 2025 Dec 2;15(23):3469. doi: 10.3390/ani15233469
**Supplement:** Supplementary file 1

## Supplemental Document

### Extraction of the stems and leaves of *Cyperus Esculentus*

To each 100 g of dried *Cyperus esculentus* stem-leaf powder, add 2 L of 70% methanol solution at a solid-to-liquid ratio of 1:20. After soaking overnight, sonicate the mixture (600 W, 40 kHz) for 30 minutes, followed by centrifugation at 5000 rpm for 10 min. Filter the supernatant through a 0.22  $\mu\text{m}$  microporous membrane. The filtrate was applied to a Sephadex LH 20 column eluted with ethanol. Collected the fractions that displayed a single peak of procyanidin B1 in HPLC and freeze-dried to dryness to obtain the crude extract, which is subsequently redissolved in water for HPLC-UV analysis.

### HPLC apparatus and analytical conditions

Twenty microliters of *Cyperus esculentus* stem and leaf extract were injected into an HPLC system (Waters 2695) equipped with an Agilent ZORBAX Eclipse XDB-C18 column (250  $\times$  4.6 mm, 5  $\mu\text{m}$ ). The mobile phase consisted of acetonitrile–water (12:88, v/v) containing 0.1% formic acid, delivered at a flow rate of 1 mL/min. Chromatograms were monitored at 210 nm. Compounds were identified by comparison of their retention times with that of a procyanidin B1 reference standard. Quantification was achieved by interpolating peak areas measured at 210 nm into the corresponding calibration curves.

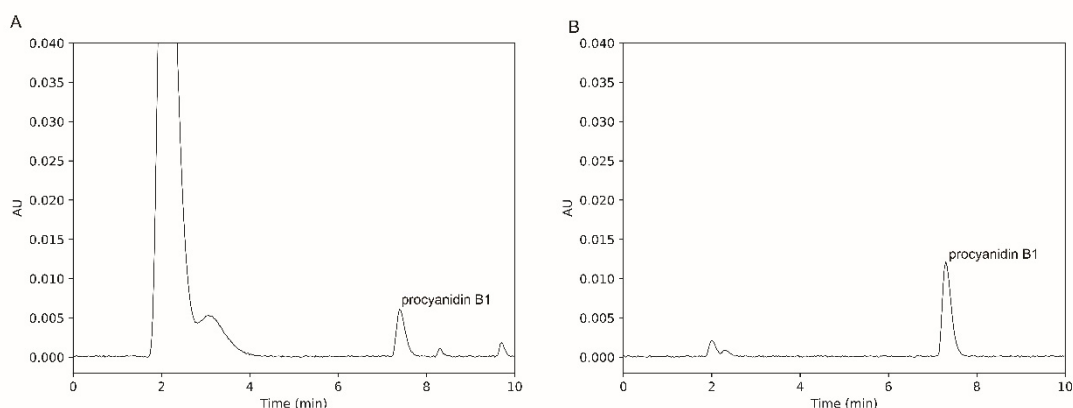

Figure S1. Typical HPLC-UV chromatograms of *Cyperus Esculentus* stem and leaf extract (A), and the Procyanidin B1 standard (B), acquired at 210 nm.

How the deposited data were processed for this re-analysis (not part of the article)

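The RNA-seq data cover 16 libraries of HD11 cells, 4 each of the CTR, LPS, PB1 and LPS + PB1 groups. The authors removed low-quality reads, aligned the rest to GRCg7b with Hisat2, counted reads per gene with Htseq-count and compared groups with DESeq2. The values the authors deposited are a scaled signal, not raw counts: each is the number of reads plus 1, multiplied by a step of the library between 2.97 and 5.53 and rounded down, and the text of the paper does not describe this scaling. At least 99.98% of the values in each library lay on its step, and the reads behind them were recovered by dividing by it. The table holds 6492 transcripts, of which 1697 were matched to a gene symbol of the GRCg7b RefSeq annotation by accession, 1697 of the 1702 curated and 0 of the 4790 predicted accessions. Other transcripts were tested without a gene name. The value of a named gene may therefore leave out some of its transcripts. Sample groups and replicate numbers came from the deposited labels and the paper, and every column used carries a label of its own.

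The recovered reads ranged from 4173989 to 4414942 per library, and the 10 highest transcripts held 14.14% to 17.97% of the values. Because the values are not counts, the test planned for counts (edgeR's quasi-likelihood test) was replaced as the main test by limma (version 3.58.1, lmFit and eBayes with a trend) on log2 of the value scaled to 1e+06 per library after TMM normalization, with no pseudocount beyond the 1 read already added. Transcripts were filtered with filterByExpr on the recovered reads (minimum count 10), and the 2 groups compared entered each fit. Adjusted p-values are Benjamini-Hochberg values from limma. A transcript was called at an adjusted p of at most 0.05 and a fold change of at least 1.5, and the interaction of LPS and PB1 at an adjusted p of at most 0.05 over all 16 libraries. A value of 3 reads or fewer in all libraries of a group was treated as the floor, and a fold against such a group is a lower bound computed against 3 reads. Such limits cover counting error only.

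Besides every gene that the paper names from these data, the text gives, for each comparison, transcripts from the 2 with the largest change in each direction among those called whose groups did not overlap and whose higher group had a mean of at least 100 normalized reads. This rule was set before the data were examined. Of the transcripts without a gene name, 2 that rose and 2 that fell are given by accession. Of the 45 genes the paper names, 12 were among the named transcripts. The planned tests of the Toll-like receptor, NRF2, interferon and HIF1A gene lists were void, because 12 of 96, 9 of 43, 3 of 54 and 11 of 48 members were present, below the minimum of 80%. The transcription factor analysis of the paper was not repeated. A gene named by the paper and a gene of the macrophage list are not reported here.

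The alternatives set before the data were examined were RLE size factors, DESeq2 (version 1.42.0) on the recovered reads, no filter on low values, the replicate number as a block, all 16 libraries in one fit, each library left out, and no limit on the fold change. Alternatives chosen after the data were seen were edgeR (version 4.0.16) on the recovered reads, a pseudocount of 1, the means of replicates 1 and 2 and of replicates 3 and 4, and each of these pairs alone. The edgeR test on the recovered reads called 772, 942, 814, 808 and 1337 transcripts in LPS against CTR, PB1 against CTR, LPS + PB1 against CTR, LPS + PB1 against LPS and LPS + PB1 against PB1. The pairing by replicate number comes from the numbers in the deposited labels, which the paper does not describe as batches. The scripts ran in R 4.3.3 and Python 3.11.15. They were tested on simulated values for 6492 transcripts, scaled and rounded in the same way, in which 200 transcripts had changed. Of 4448 transcripts tested, limma called 203, which included all 200 changed ones and 3 unchanged ones. The simulated libraries were independent, with the same spread (dispersion 0.0068) for every transcript and no difference between pairs of replicates. The result therefore checks that the scripts run correctly and gives no error rate for the real libraries.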

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

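The tests of replicate pairs, sample labels and depth below were chosen after the results were seen, whereas the tests of HOX genes, of marker genes and of other splits were written before the data were examined.

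The effect of PB1 differed with and without LPS in 2100 of 4651 transcripts tested (45.2%, limma interaction adjusted p of at most 0.05), which the paper does not report. Of 100 labellings of the libraries, drawn at random within each replicate number and the real one included, 1 (the real one) gave as many transcripts. The median of the drawn ones was 0 and the highest 1685. These draws also broke up the effects of LPS and of PB1 themselves, which then counted as spread. They therefore cannot tell whether the 2 treatments interact. Among 12 genes named by the paper, the differences in log2 fold change past this limit were -0.39 for JUN, 1.81 for TIMP3, 0.51 for CCN3, -4.65 for APOD, 4.27 for SOX9, 2.42 for NFKBIZ, 0.80 for GNAI1 and -2.66 for IFIH1. Those of HIF1A (0.08), NFE2L2 (0.24), HMOX1 (-0.19) and CAT (-0.33) did not pass it. SOX9 was lower with PB1 alone than in CTR (-2.74) and higher in LPS + PB1 than in LPS (1.54). The cause of these differences was not tested.

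VNN2 in CTR replicate 4 was at a normalized signal of 2 (7 reads), while the other 3 CTR libraries were between 0.196 and 0.419. It was the only sample far from its group among 43 groups tested, where chance gives about 2.15, and it lies close to the floor. VNN2 was also among genes outside the paper's discussion that rose over CTR, with a log2 fold change of 6.53 after PB1. ADH1C rose by 3.68 after LPS and HOXC10 by 4.98 in LPS + PB1. The change of ADH1C was 5.64 within replicates 1 and 2 and 1.70 within replicates 3 and 4.

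All 11 HOX genes that were tested were called in at least 1 comparison, against 57.3% of 833 transcripts of similar mean level (Fisher's exact test, two-sided, p = 0.00344). HOXC10 was at a normalized signal of 4.79 ± 0.477 (SD, n = 4) in CTR, 109 ± 13.3 in LPS, 0.26 ± 0.131 in PB1 and 149 ± 6.77 in LPS + PB1. HOXB8 was at 2.46 ± 0.351, 21.7 ± 3.91, 0.197 ± 0.0142 and 23.5 ± 2.73 in the same order. HOX genes were first noticed among the changed genes in Table S2, and 14 of 39 HOX genes of the list were present, so this test cannot decide the matter. Over the 5 comparisons, 161 calls on 106 transcripts had at most 3 reads in every library of one group. All 16 libraries were nearest to a library of their own group, but replicates labelled wrongly as a pair would be too, so this cannot tell whether labels are wrong. A difference in depth is small, since the highest library had 1.06 times the recovered reads of the lowest. The 10 highest transcripts held at most 17.97% of a library, so a few abundant transcripts do not account for the pattern. None of the 161 calls (0) reversed between replicates 1 and 2 and replicates 3 and 4, though a call with a whole group at the floor could hardly do so. One candidate explanation is that the groups were grown from different cell populations, and a response to the treatments cannot be told apart from it with these libraries, since each population would coincide with a treatment. GC content and reads shared between paralogs were not tested.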

How the results depend on the processing

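The counts of differentially expressed transcripts stayed within 1.5 times the reported ones under RLE size factors, DESeq2 on the recovered reads, no filter on low values, the replicate block and all 16 libraries in the fit. They ranged from 716 to 912 for LPS against CTR, from 900 to 1130 for PB1 against CTR, from 781 to 947 for LPS + PB1 against CTR, from 805 to 926 for LPS + PB1 against LPS and from 1316 to 1595 for LPS + PB1 against PB1. Across the 8 fits that each left out a library they ranged from 689 to 829, from 939 to 976, from 716 to 893, from 738 to 800 and from 1264 to 1377, and the interaction from 1890 to 2135 across 16 such fits.

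The replicate block gave 716, 945, 781, 926 and 1316 transcripts in the 5 comparisons and 2137 for the interaction. The correlation of same-numbered deviations was 0.56 between LPS and LPS + PB1, 0.23 between PB1 and CTR, 0.04 between LPS and PB1, -0.01 between LPS + PB1 and CTR, -0.03 between LPS + PB1 and PB1 and -0.16 between LPS and CTR. Between LPS and LPS + PB1 it was 0.57 over all libraries of the same pair of replicates, whatever their numbers. These 2 groups therefore shared the difference between the pairs rather than one of single replicate numbers, and not every pair of groups did so. The block treats same-numbered libraries as separate pairs, so its p-values rest on these being independent.

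Without the fold-change limit the counts were 1433, 1960, 1379, 1455 and 2235 in the same order, and this follows from the looser limit. Of the alternatives chosen after the data were seen, the means of replicates 1 and 2 and of replicates 3 and 4 lowered the counts to 393 for LPS against CTR, 293 for LPS + PB1 against CTR and 129 for LPS + PB1 against LPS, whereas they were 884 for PB1 against CTR and 1024 for LPS + PB1 against PB1. All 129 were among the 800 reported. The 3 comparisons with lowered counts gave 808, 852 and 1023 transcripts with replicates 1 and 2 alone and 1128, 1253 and 1023 with replicates 3 and 4 alone, which also have 2 samples per group. Fewer samples per group therefore do not by themselves account for the low counts. The means also carry the difference between the pairs, which these fits leave out. They were not matched between the groups, although deviations of LPS and LPS + PB1 correlated at 0.57 between same-numbered pairs of replicates. The count of 129 therefore also reflects a difference that these 2 groups share. With replicates 3 and 4 alone the count for LPS + PB1 against CTR was 1253, and the cause was not tested.

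Of 46 gene results, 32 passed the limit on the adjusted p-value, and 31 of these did so with the same direction under every alternative set before the data were examined. The exception was TXNRD1, which stayed under the limit on the fold change and no longer passed the limit on the adjusted p-value in 4 fits that left out a library. On the means of the replicate pairs, APOD (-4.12), SOX9 (1.54), HIF1A (-0.97) and TXNRD1 (0.55) kept their log2 fold changes in LPS + PB1 against LPS but did not pass the limit on the adjusted p-value. This setting is the one that holds if the libraries of a pair are repeat preparations of the same sample, which the chi-square test of the pairs cannot exclude. The means were not matched between the groups, although deviations of LPS and LPS + PB1 correlated at 0.57 between same-numbered pairs of replicates. A difference shared by the groups therefore counted as spread, so the lost calls cannot show that these changes are absent. APOD and HIF1A were lower, and SOX9 and TXNRD1 higher, in LPS + PB1 in every same-numbered pair of libraries. Same-numbered pairs from the same pair of replicates may not be independent. Over all alternatives and gene results, 779 of 828 values kept their direction and their side of the limit, 27 changed direction, 13 newly passed the limit and 9 no longer did.

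The gene results that changed direction had log2 fold changes near 0 or differed between the pairs of replicates, and the cause was not tested. Without the filter, MAP2K1 was at 0.00 and IL6 at -0.01 after LPS. Across the fits that left out a library, IL6 ranged from -0.04 to 0.08, IRAK2 from -0.08 to 0.27, MAP2K1 from -0.04 to 0.05, MAPK3 from 0.00 to 0.05, CAT from -0.01 to 0.15 and HMOX1 from -0.11 to 0.27. With replicates 1 and 2 alone, MAP2K1 was at -0.06, IRAK2 at -0.42, MAPK3 at -0.07, IL6 at -0.07 and FOS at -1.03 after LPS, and NFE2L2 was at 0.00, HMOX1 at -0.33 and ME1 at -0.06 in LPS + PB1 against LPS. With replicates 3 and 4 alone, CTSK was at -0.16 and CAT at -0.11.

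Of the 8 splits of the libraries that part all same-numbered pairs, 1 (the real one) gave as many calls in each of the 5 comparisons, which is a share of 0.125, the smallest that 8 splits allow. The highest count of the other such splits was 13 in LPS against CTR and 0 in the other comparisons. The other 27 splits keep some same-numbered libraries together, and the highest count among them was 213 in LPS + PB1 against LPS, 1 in LPS + PB1 against PB1 and 0 in the other comparisons. That split set replicates 1 and 2 of both groups against replicates 3 and 4 of both groups, and 213 is below the 800 of the real split.

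The tests of the Toll-like receptor, NRF2, interferon and HIF1A gene lists were not run, since under 80% of their members were among the named transcripts. At this depth, a change among values of at most 3 reads in every library of both groups cannot be seen.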

Differences from the paper's values

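The paper's count of differentially expressed transcripts between LPS + PB1 and PB1 is 1999, against 1327 here. Among the alternatives set before the data were examined, DESeq2 on the recovered reads (1474), no filter on low values (1595), all 16 libraries in the fit (1338), no limit on the fold change (2235) and the fits without LPS + PB1 replicate 1 (1338), 2 (1377) or 4 (1345) or PB1 replicate 4 (1368) came within 1.5 times the paper's count. RLE size factors (1326), the replicate block (1316) and the fits without LPS + PB1 replicate 3 (1299) or PB1 replicate 1 (1264), 2 (1268) or 3 (1297) did not. Of the alternatives chosen after the values were seen, edgeR on the recovered reads (1337), replicates 1 and 2 alone (1527) and replicates 3 and 4 alone (1493) also came within 1.5 times. The paper's number of transcripts is 12351, against 6492 here, which none of the alternatives changes.

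Fig. 2 shows about 14 genes called in all 5 comparisons, read by eye, whereas 69 transcripts were called in all 5 here. The alternatives were not run for this overlap. In the paper's Table S2, 56 genes are listed in all 4 of the sheets read in full.

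Table S2 does not list 71 of the 194 named transcripts called here between LPS and CTR, also under older gene names, and DESeq2 on the recovered reads called 68 of the 71. The numbers were 79 of 254 for PB1 against CTR, 76 of 189 for LPS + PB1 against CTR and 62 of 184 for LPS + PB1 against LPS, of which DESeq2 called 76, 71 and 59.

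The paper states that several NRF2 target genes rose in LPS + PB1 against LPS. Of 7 tested from the list of such targets, 0 were called here, 1 (TXNRD1) passed the limit on the adjusted p-value and 2 had an unadjusted p under 0.05. DESeq2 on the recovered reads (0.24), no filter (0.24), the replicate block (0.23) and the fit without LPS + PB1 replicate 4 (0.29) also brought TALDO1 past the limit on the adjusted p-value, with these log2 fold changes. The replicate block also brought FTH1 past it, with a lower level in LPS + PB1 (-0.32). Of the settings chosen after the values were seen, replicates 1 and 2 alone did so for TALDO1 (0.37) and CAT (0.26), and replicates 3 and 4 alone for HMOX1 (0.47) and ME1 (0.50). GCLM and SOD2, which the paper names, were not analysed here.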

Other observations

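The tests in this part were chosen after the results were seen, except the test of marker genes, which was written before the data were examined.

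Of the fibroblast list, COL1A2 had a normalized signal between 16000 and 47500 across the libraries, VIM between 13400 and 31400, COL6A2 between 6640 and 20400 and DCN between 1630 and 7150. Of the macrophage list, CYBB had 0 reads in all 16 libraries, NOS2 at most 2, MRC1 at most 3 and FCER1G at most 4, which are 4 of the 5 genes behind the median of that list. The median of the macrophage genes lay below that of the fibroblast genes in 16 of 16 libraries, at most 0.729 against at least 4350. With 5 of 53 macrophage genes and 13 of 51 fibroblast genes present under the list's own symbols, most of both lists was not analysed here, so this cannot show which cells the RNA came from. It is consistent with RNA from cells other than macrophages, which remains a hypothesis, and no other markers were tested.

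Replicates 1 and 2 lay apart from replicates 3 and 4 in most groups. None (0) of the 8 pairs differed by as little as sampling noise, which is what the same library under 2 labels would give. Repeat preparations of the same sample would differ by more, so this does not show that the libraries of a pair are separate samples. A batch shared by the groups could leave the same pattern, and 2 of 6 pairs of groups (LPS with LPS + PB1, and PB1 with CTR) had deviations that correlated above 0.1 between same-numbered pairs of replicates. This neither establishes nor excludes a shared batch, since the other 4 pairs of groups did not, and the labels and the paper name no batch. The fall of HIF1A in LPS + PB1 against LPS was present in both pairs of replicates, with the smaller fall at -0.73, so a batch limited to one pair does not account for it.

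Fig. 4 of the paper reports quantitative PCR on separate samples, in which LPS raised HIF1A and IFIH1 and co-treatment with PB1 suppressed the rise. In the RNA-seq libraries IFIH1 rose with LPS from 10.8 ± 0.271 to 23 ± 3.33 in normalized signal (SD, n = 4), a log2 fold change of 1.09 (limma adjusted p = 0.000161), and was at 4.06 ± 0.806 in LPS + PB1, a log2 fold change against LPS of -2.51 (limma adjusted p = 2.47e-05). HIF1A was not changed detectably by LPS, with a log2 fold change of 0.21 (limma adjusted p = 0.475).

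IL6 was at a normalized signal of 269 ± 22.5 (SD, n = 4) in LPS, 270 ± 34.1 in CTR and 344 ± 43 in LPS + PB1, a log2 fold change of 0.35 against LPS (limma adjusted p = 0.0268) that stayed under the limit on the fold change. The paper reports lower IL-6 protein in LPS + PB1 than in LPS, measured by ELISA on separate samples.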
